A study of Mus musculus with 6 samples. Its data were reported in "Z-DNA is remodelled by ZBTB43 in prospermatogonia to safeguard the germline genome and epigenome" (2022).

How the data were processed

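Chromatin immunoprecipitation followed by sequencing (ChIP–seq) was performed by the authors on male germ cells of mouse fetuses at 15.5 dpc. The cells, prospermatogonia, were sorted by the EGFP fluorescence of an Oct4 reporter transgene. Of the 6 libraries, 2 were made with an antibody against ZBTB43, 2 with non-specific IgG and 2 from input chromatin. Each group held 1 library, so no comparison between cell numbers or controls has a replicate. The study describes its ChIP–seq as done in biological duplicates, without stating which libraries formed them. The 2 ZBTB43 libraries differ in cell number. The ZBTB43 libraries came from 491K and 100K cells, where K stands for 1000 cells. The IgG control of the larger ZBTB43 library came from 415K cells and its input from 491K cells. Groups were taken from the sample titles.

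Per the methods of the study, the authors trimmed reads with Trim Galore, aligned them to mm10 with bwa mem, marked duplicates with SAMBLASTER and kept properly paired alignments of high mapping quality with samtools. Peaks were called with MACS2 in paired-end mode at a q-value of 0.05, separately for each ZBTB43 library against its IgG or its input library and without pooling. The authors then removed peaks in the ENCODE blacklist. These steps affect what can be measured. The mapping quality filter can remove fragments that lie wholly inside repeats, and removal of duplicates caps the height of narrow peaks. The choice of control decides which shared background is subtracted.

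The deposited files used were 4 peak lists, each with a chromosome, a start, an end, a peak name and a score for every peak. The score in the lists deposited by the authors was read as 10 times the −log10 of the MACS2 q-value, cut to a whole number, because the lowest score of 13 in 3 lists matches the q-value threshold of 0.05. Scores are the authors' values and were used only to describe, rank or filter peaks within a list. No fold enrichment was given in the lists, so peak strength was measured by the score, the measure set for that case. The tests, their thresholds, the rule for named loci and the alternatives were chosen before the data were examined, except placement at alternating tracts and the tests of the closing observations that are said to have been chosen later. The study states a depth for its ChIP–seq libraries in common, but the number of reads kept for peak calling in each cannot be read from peak lists and is unknown here, which limits any comparison of peak numbers between libraries. Signal tracks were not used here.

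Coordinates were compared with the GRCm38.p6 assembly, whose assembled chromosomes correspond to mm10, and every peak ended within its chromosome. Genes, exons and coding sequence were taken from the GENCODE M21 annotation of that build. Coordinates are given 1-based. Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1 was used for computation, Matplotlib 3.10.9 for figures, samtools 1.23.1 for indexing the genome and bedtools 2.31.1 for checking overlaps on simulated intervals.

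Peaks were counted as overlapping when they shared at least 1 bp. Overlaps, tract shares and genomic locations were set against 1000 random placements of the same peak widths on the same chromosome, avoiding unknown bases. Placements did not model the blacklist or mappability. The smallest p-value these placements can give is 0.001 one-sided and 0.002 two-sided. Medians were compared with a two-sided permutation test of 100000 resamples, whose smallest p-value is 1e-05. The share of peaks on chromosome X was compared with the share of X in the length of autosomes and X by a two-sided exact binomial test. P-values were adjusted by the Benjamini-Hochberg method within each family, which held 3 tests for overlap, 3 for strength, 16 for location, 12 for tracts and 4 for chromosome X. Peaks of a library are not replicates, so every p-value describes these libraries only. Shares are given with 95% Wilson intervals, which cover counting error only.

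An alternating tract was a run of at least 20 bp in which purines and pyrimidines alternated at every base, a purine–pyrimidine repeat (PPR). A CA tract held at least 10 tandem CA or TG dinucleotides, and a CACG tract at least 2 tandem 4-bp units in any phase on either strand. A promoter reached from 3000 bp upstream of a transcription start site to the site, and each peak was assigned by its centre to promoter, exon, intron or intergenic sequence in that order of priority. Named loci were the 5 highest-scoring peaks of each list, every peak of a list with at most 20 peaks, and the loci that the study named for ChIP–seq binding or for its binding assays, with any peak within the gene or 10 kb of it. Not every locus that met this rule is reported here. The alternatives tried were a q-value threshold of 0.01, other overlap rules, peak width in place of score, other promoter and tract definitions, a 200-bp window at the peak centre, placements matched on GC content in bins of 5 percentage points, and a halved length of X. The code was tested on simulated data, in which all of 200 planted alternating tracts were found, and 2% of 200 null sets of regions gave a tract p-value under 0.05. For the comparison of medians, 6% of 200 simulated null pairs gave a p-value under 0.05.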

Results

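ZBTB43 is a zinc finger protein, and the study asked where it binds in the genome of prospermatogonia in vivo. ChIP–seq peaks were compared between 2 controls, IgG and input, and between 2 cell numbers, 491K and 100K, with 1 library per group and therefore no replicate error. The 4 peak lists used hold no read depths. With 491K cells, 897 peaks were listed against IgG and 2043 against input, a ratio of 2.28. With 100K cells, 18 peaks were listed against IgG and 630 against input. Peak names ran to 980 and 2168 in the IgG- and input-controlled 491K lists, with 83 and 125 numbers missing. In the corresponding 100K lists they ran to 42 and 691, with 24 and 61 missing. Whether removal of blacklisted peaks accounts for all missing numbers is unknown here. The median peak width was 255 bp and 181 bp in the IgG- and input-controlled 491K lists, and 203 bp and 153 bp in the corresponding 100K lists. The median score was 112 and 196 in the 491K lists, and 46 and 153 in the 100K lists. Scores rest on a different control or library in each list and were not compared between lists. At a q-value threshold of 0.01 the counts were 863, 2031, 18 and 627, in the order IgG 491K, input 491K, IgG 100K and input 100K.

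To determine how far the control changed the peaks of the same library, the IgG- and input-controlled lists of 491K cells were overlapped. Of 897 IgG-controlled peaks, 892 overlapped an input-controlled peak (99.4%, 95% interval 98.7% to 99.8%). Random placement gave a mean of 0.0485% (one-sided permutation p = 0.001, the smallest possible, adjusted p = 0.001). Both lists share the ZBTB43 library, so overlap above random placement follows from the design. A reciprocal overlap of at least 50% moved the share most, to 91.3%. In the other direction, 878 of 2043 input-controlled peaks overlapped an IgG-controlled peak (42.98%, interval 40.8% to 45.1%), and the remaining 1165 were found against input only.

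The study treated the peaks of the smaller sample as a subset of those of the larger, which was tested by overlapping the lists of the 2 cell numbers. All 18 IgG-controlled 100K peaks overlapped an IgG-controlled 491K peak (interval 82.4% to 100%). Of 630 input-controlled 100K peaks, 612 overlapped an input-controlled 491K peak (97.1%, interval 95.5% to 98.2%), compared with a mean of 0.0351% by random placement. Both overlaps exceeded every random placement (one-sided permutation p = 0.001, adjusted p = 0.001). The 100K peaks were narrower, and under a reciprocal overlap of at least 50% the shares were 1 of 18 peaks and 473 of 630 peaks (75.1%). Placing peaks at random on alternating tracts of the same chromosome, an alternative chosen after the data were seen, gave mean overlaps of 0.689% and 1.14%. In the reverse direction, 18 of 897 IgG-controlled 491K peaks (2.01%) and 604 of 2043 input-controlled 491K peaks (29.6%) overlapped a 100K peak of the same control.

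**Figure D1:**
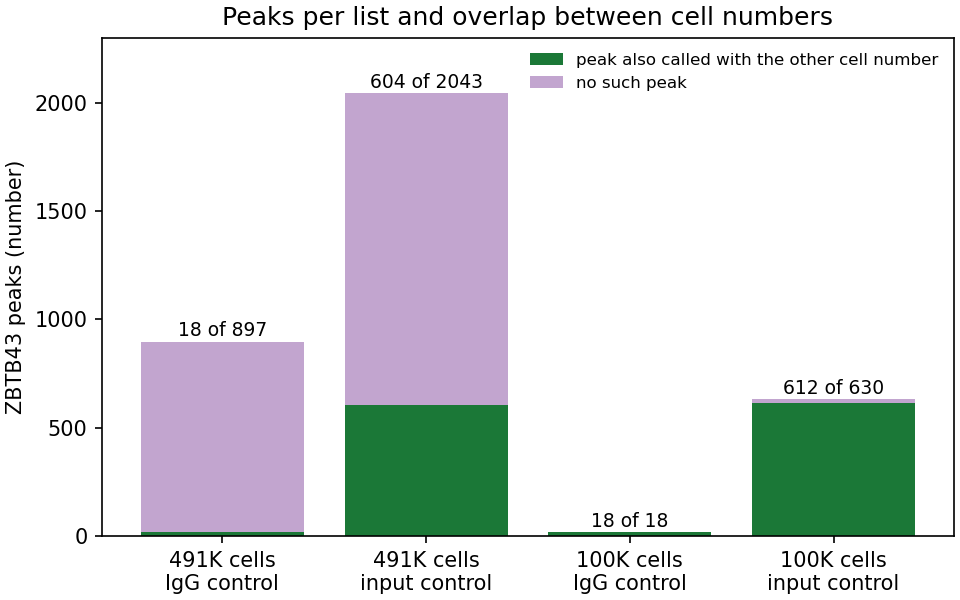
Bars show the number of ZBTB43 peaks in each of the 4 lists, and the dark part the peaks that overlap a peak of the other cell number under the same control. Nearly all 100K peaks, 18 of 18 and 612 of 630, overlapped a 491K peak, whereas 18 of 897 and 604 of 2043 of the 491K peaks overlapped a 100K peak.

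Recovery with 100K cells followed the score of the 491K peak. Input-controlled 491K peaks that were found with 100K cells had a median score of 601, against 128 for the 1439 that were not found, a difference of 473 (two-sided permutation p = 1e-05, the smallest possible, adjusted p = 1e-05). The interquartile ranges were 332 to 1195 and 70 to 246. In the IgG-controlled list the medians were 1061 for the 18 peaks found and 110 for the 879 not found (two-sided permutation p = 1e-05, adjusted p = 1e-05). When the input-controlled 491K peaks were split at the quartiles of their score, 9 of the 502 lowest-scoring peaks were found with 100K cells (1.79%), compared with 396 of the 518 highest-scoring peaks (76.4%, interval 72.6% to 79.9%). A reciprocal overlap of at least 50% moved the difference under the input control from 473 to 477. Measured by width, the peaks found were wider in both lists, by 59.5 bp under the input control and by 608 bp under the IgG control.

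**Figure D2:**
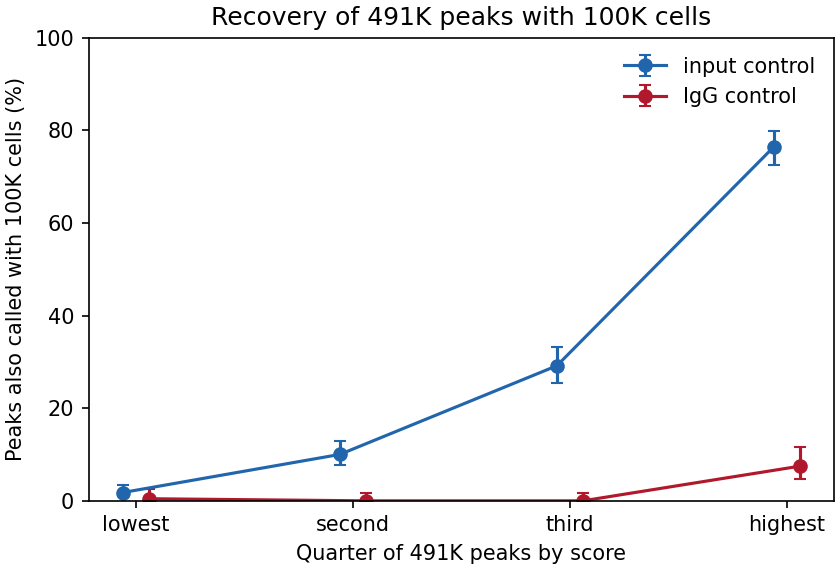
Points show the percentage of 491K peaks also called with 100K cells, by score of the 491K peak split at its quartiles, for each control, with 95% Wilson intervals. Under the input control recovery rose from 1.79% to 76.4%, and under the IgG control it was 7.49% among the highest-scoring peaks.

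Input-controlled 491K peaks that overlapped an IgG-controlled peak, here IgG-supported peaks, had a median score of 275 (interquartile range 107.5 to 723.5). Peaks found against input only had a median score of 161 (81 to 318). The difference of 114 exceeded label permutations (two-sided permutation p = 1e-05, adjusted p = 1e-05), although the interquartile ranges overlapped. Both lists share the ZBTB43 library, so some difference in this direction follows from the design. IgG-supported peaks were wider, with a median of 340.5 bp compared with 148 bp.

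The position of peak centres relative to genes was then compared with random placement. In the IgG-controlled 491K list, 47.4% of peaks were intronic (random mean 38.8%, two-sided permutation p = 0.002, the smallest possible, adjusted p = 0.00639), 1.56% exonic (random mean 4.03%, adjusted permutation p = 0.00639), 42.1% intergenic (random mean 48.1%, adjusted permutation p = 0.0107) and 8.92% in promoters (random mean 9.09%, adjusted permutation p = 1). A promoter of 1000 bp either side of the start site moved the promoter share most, to 5.02%, against a random mean of 6.30% (adjusted permutation p = 0.248). The input-controlled 491K list had 42.8% intronic and 44.1% intergenic peaks, each with an adjusted permutation p of 0.00639. Its exonic share of 3.57% was not distinguishable from the random mean of 4.02% (adjusted permutation p = 0.547) when peaks were assigned by their centre. With any overlap counted, the share was 3.92% against a random mean of 5.50%, below random and past the threshold (adjusted permutation p = 0.00799). The input-controlled 100K list had 1.11% exonic peaks (adjusted permutation p = 0.00639), and its intronic share of 43.02% was not past the threshold (adjusted permutation p = 0.0868), although it was with any overlap counted (adjusted permutation p = 0.00533) or the promoter of 1000 bp either side, which gave 45.1% (adjusted permutation p = 0.0365). No category differed from random placement in the list of 18 peaks, where the intervals were wide.

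The study related ZBTB43 binding to PPRs, and the sequence of the peaks was searched for them. Alternating tracts of at least 20 bp were present in 88.1% of IgG-controlled 491K peaks (790 of 897, interval 85.8% to 90.0%), compared with a mean of 6.20% by random placement, a ratio of 14.2. The share was 77.1% of input-controlled 491K peaks (random mean 5.06%), 72.2% of the 18 IgG-controlled 100K peaks (interval 49.1% to 87.5%, random mean 4.22%) and 81.7% of input-controlled 100K peaks (random mean 3.94%). All shares exceeded every random placement (one-sided permutation p = 0.001, adjusted p = 0.001). Lowering the run to at least 14 bp raised the share of IgG-controlled 100K peaks to 94.4% (17 of 18, random mean 7.19%). Raising the run to at least 30 bp moved the share of IgG-controlled 491K peaks most, to 74.2%, against a random mean of 4.09%. When placements were matched on GC content, the random mean for that list was 5.39%.

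CA tracts were present in 74.4% and 70.2% of the IgG- and input-controlled 491K peaks, and in 50% and 79.5% of the corresponding 100K peaks. The random means were 3.39%, 2.74%, 2.13% and 2.08%. CACG tracts were less frequent, at 11.3% and 9.06% of the 491K peaks, 38.9% of the 18 IgG-controlled 100K peaks (7 peaks, interval 20.3% to 61.4%) and 10.8% of the input-controlled 100K peaks. Their random means were 0.606%, 0.492%, 0.406% and 0.368%. Each of these shares had a one-sided permutation p of 0.001 and an adjusted p of 0.001. Placements matched on GC content raised the random means for CACG tracts to 0.982%, 0.821%, 0.944% and 0.678%, which lowered the ratio of observed to random from 18.6 to 11.5 in the IgG-controlled 491K list and from 95.9 to 41.2 in the IgG-controlled 100K list. For CA tracts the means under GC matching were 3.52%, 2.84%, 1.86% and 2.08%. With at least 6 CA dinucleotides, 17 of the 18 IgG-controlled 100K peaks held a tract (94.4%, random mean 3.40%). With at least 15 CA dinucleotides, the share of IgG-controlled 100K peaks was 5.56%, no longer past the threshold (one-sided permutation p = 0.226). With at least 4 tandem CACG units, the shares were 2.90% and 2.94% in the 491K lists and 4.44% in the input-controlled 100K list. Random placement gave means of 0.0279%, 0.0205% and 0.0154%, so the ratios of observed to random were 104, 144 and 289. None of the 18 IgG-controlled 100K peaks held such a tract (interval 0% to 17.6%).

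**Figure D3:**
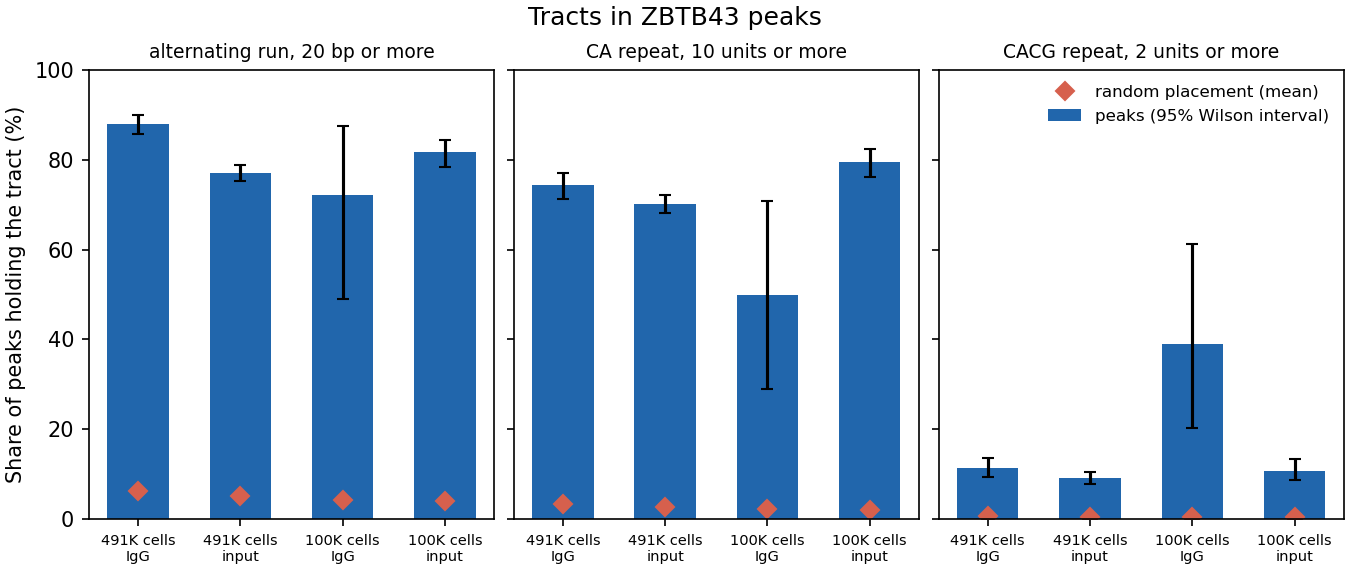
Bars show the percentage of peaks in each list that hold an alternating tract, a CA tract or a CACG tract, with 95% Wilson intervals, and diamonds the mean of 1000 random placements. In every list and for each tract the bar lies above the diamond, with 88.1% against 6.20% for alternating tracts in IgG-controlled 491K peaks.

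Male cells carry a single X chromosome. Chromosome X held 6 of 895 IgG-controlled 491K peaks (0.670%, interval 0.308% to 1.45%), 24 of 2037 input-controlled 491K peaks (1.18%) and 8 of 629 input-controlled 100K peaks (1.27%). Its share of the length of autosomes and X was 6.49%. The exact binomial test gave adjusted p-values of 3.36e-18, 1.99e-31 and 4.99e-10. None of the 18 IgG-controlled 100K peaks lay on X (interval 0% to 17.6%), which was not distinguishable from the genomic share (exact binomial p = 0.627). Counting X at 1 copy lowered the expected share to 3.36%, and the shares in the 3 larger lists stayed below it.

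Positions are given on GRCm38, the build named mm10 by the authors. Among the 5 highest-scoring peaks of both 491K lists and of the input-controlled 100K list was a peak in an intron of Mocos on chromosome 18. In the IgG-controlled 491K list it spanned 24677141 to 24677305, with a score of 3960, and held alternating and CA tracts. Another peak in the top 5 of the IgG-controlled 491K list, 8839 bp from Tex21 on chromosome 12 (76189246 to 76190447, score 2401), held none of these tracts.

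Of 17 loci that the study named, 14 had a peak in each 491K list within the gene or 10 kb of it, 11 had one in the IgG-controlled 100K list and 12 in the input-controlled 100K list. The 3 loci without a peak in any list were Rps6kl1, Ago2 and Arid2. The study named these for affinity binding in vitro and for lost methylation in mutant sperm. Its text does not list them among the ChIP–seq peaks. Loci that it chose to show as ChIP–seq peaks come from these same libraries, so their peaks are no independent support. The 11 loci with a peak in the IgG-controlled 100K list were Src, Cngb3, Pcdh7, Tshz2, Itsn2, Spg11, Gpr160, Shq1, Hhat, Serpinb1b and Mxi1. Dhx35, Pdzd2 and Plekhh2 had peaks in both 491K lists and none in the IgG-controlled 100K list.

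The highest-scoring IgG-controlled 100K peak, with a score of 181, lay within a non-coding exon annotated at Shq1, from 100571081 to 100571391 on chromosome 6. The IgG-controlled 491K peak there spanned 100570846 to 100571735, with a score of 1173. The longest alternating tract in that 491K peak covered 423 bp, from 100571021 to 100571443. At Tshz2, the IgG-controlled 491K peak from 169944549 to 169945268 on chromosome 2 (score 1211) was intronic and held a tract of 274 bp. At Cngb3, the intronic 491K peak from 19490199 to 19490676 on chromosome 4 (score 432) held a tract of 375 bp. The intronic Src peak, from 157445003 to 157445732 on chromosome 2 (score 757), held a longest tract of 31 bp, from 157445039 to 157445069, with the sequence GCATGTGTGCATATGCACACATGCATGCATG, and the Pcdh7 peak, from 57759190 to 57760161 on chromosome 5 (score 908), a longest tract of 30 bp. These longest tracts lay 313 bp (Src) and 353 bp (Pcdh7) from the peak centre, compared with 58 bp at Shq1, 130 bp at Tshz2 and 51 bp at Cngb3. The narrower IgG-controlled 100K peak at Pcdh7 held no alternating, CA or CACG tract, whereas those at Src, Shq1, Tshz2 and Cngb3 held an alternating tract. Of the pair of IgG-controlled 491K peaks at Hhat, one had a longest alternating run of 19 bp, under the minimum used here.

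**Figure D4:**
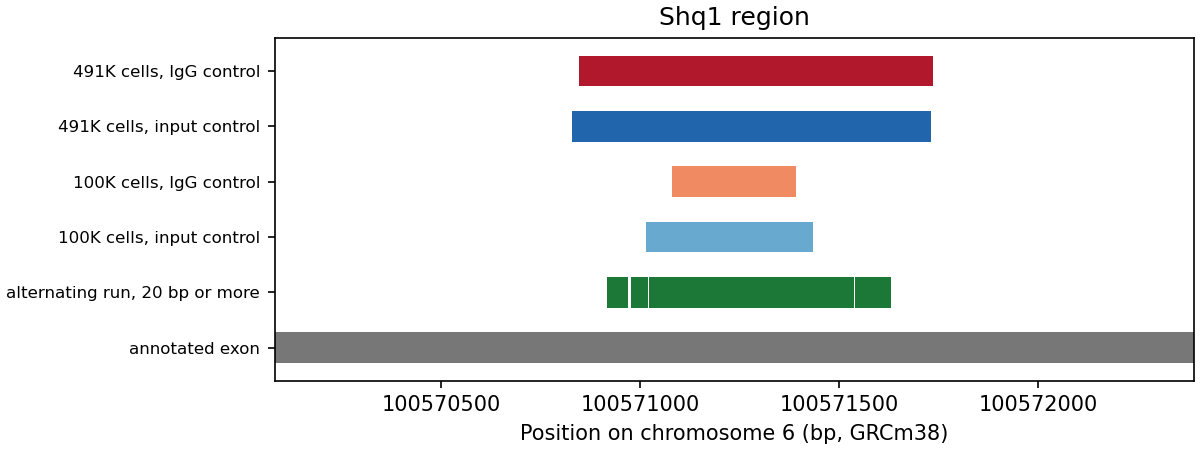
The map shows the peaks of the 4 lists, alternating tracts of at least 20 bp and the annotated exon around the Shq1 peak, by position in bp on chromosome 6 of GRCm38. The peaks of all 4 lists cover the 423-bp tract in part or whole, and the 100K peaks lie inside the 491K peaks.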

Values the study reported

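The study reported 897 peaks for its larger ZBTB43 library when IgG served as the control, and 878 of them were said to match peaks controlled by input. Beside the input-controlled peaks it gave n = 1,183. Its ChIP–seq libraries were sequenced to at least 40 M reads each, where M stands for mega.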

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

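Of 124 alternative values of results with a test, 8 were of the 18 IgG-controlled 100K peaks at a q-value threshold of 0.01, which removed none of them and so tested nothing. Of the other 116, 106 kept their direction and their side of the threshold. These included every overlap between lists, every difference in peak strength that could be computed, every comparison of chromosome X, and all tract results of the 3 larger lists. Peak counts have no test. Of their 12 alternative values 9 equalled the count given, and the q-value threshold of 0.01 lowered the other 3 to 863, 2031 and 627. Raising the minimum overlap to a reciprocal 50% left the overlap of the IgG-controlled 100K peaks above random placement but lowered it from 100% to 5.56%, because the 100K peaks, with a median width of 203 bp, were narrower than the 491K peaks they overlapped, with a median of 858 bp.

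The 10 values that changed concerned genomic location and the list of 18 peaks. With a promoter of 1000 bp either side of the start site, the promoter shares of 5.92% (input-controlled 491K), 0% (IgG-controlled 100K) and 4.92% (input-controlled 100K) and the exonic share of 3.48% (input-controlled 491K) moved to the other side of the random mean. With any overlap counted, the promoter share of IgG-controlled 491K peaks, 10.3%, did the same. None of these shares was past the threshold in either setting, so they are not distinguishable from random placement. The intronic share of input-controlled 100K peaks passed the threshold with the other promoter definition (45.1%) and with any overlap (43.02%), and the exonic share of input-controlled 491K peaks passed it, below random, with any overlap (3.92%). With any overlap, the intronic share was unchanged and its random mean fell from 38.6% to 37.2%. The exonic share rose from 3.57%, and its random mean rose from 4.02% to 5.50%. With the other promoter definition, the intronic share rose from 43.02% and its random mean from 38.6% to 39.98%. The cause of these shifts was not tested further. In the IgG-controlled 100K list, the CA share fell to 5.56% with at least 15 dinucleotides and was no longer past the threshold, and the CACG share was 0% with at least 4 units. With none of 18 peaks, the interval reaches 17.6%, so a share up to that value can be missed.

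The −log10 q-value was not run as an alternative measure of strength, because the score is that value. With a reciprocal overlap of 50%, only 1 IgG-controlled 491K peak was matched by a 100K peak, so the difference in strength was not computed for that list. The number of reads kept for peak calling in each library is unknown here and limits the comparison of peak numbers between cell numbers. No paired analysis was possible because each group held 1 library.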

Other observations

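The number of input-controlled peaks with 491K cells was 2043 here. That is higher than the value quoted from the study above. Input-controlled peaks without an IgG-controlled peak numbered 1165 here, and whether the quoted value counts all input-controlled peaks or only such a part of them was not settled. The 878 matching peaks quoted from the study compare with 892 of 897 IgG-controlled peaks here. Merging connected peaks before counting, the rule the study's methods give for its Venn diagrams, changed this to 878 of 883.

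Of the 16 tests of explanations, 8 were chosen after the pattern or result they bear on was seen: all those on peaks found against input only, all those on peaks in coding exons, that on the number of tracts on X, and the last joint expectation for X. The tests were two-sided, except the one-sided comparison with placements on alternating tracts. The design named no biological difference that bears on these patterns. The only biological explanations tested were the single copy of X and ZBTB43 binding at coding exons. The test of ZBTB43 binding at coding exons could not decide, so such binding was left open.

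The 1165 input-controlled 491K peaks without an IgG-controlled peak are not only the weak ones. Of 778 input-controlled peaks scoring above the median of IgG-supported peaks, 342 were input-only (44.0%, interval 40.5% to 47.5%), which argues against peak strength alone. Input-only peaks recurred in the input-controlled list of the separate 100K library in 274 cases (23.5%), against 0.368% for placements on alternating tracts (one-sided permutation p = 0.001, the smallest possible), which argues against chance calls. At equal score, in 10 strata, recurrence of input-only and IgG-supported peaks differed by 2.04 percentage points (permutation p = 0.195). The sequence of the input-only peaks differed, however. AG repeats of at least 10 units, which do not alternate purines and pyrimidines, were present in 17.3% of input-only and 5.58% of IgG-supported peaks, and the difference at equal score was 12.4 percentage points (permutation p = 1e-04, the smallest possible). This is consistent with repeat sequence that was also enriched in the IgG library. The signal of the IgG library itself was not analysed here, so weaker binding by ZBTB43 at part of these peaks stays open.

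Alternating tracts were also less frequent in input-only than in IgG-supported 491K peaks, at 67.6% compared with 89.7%. Input-only peaks were narrower, and in a 200-bp window at the centre the difference shrank from -22.2 to -11.3 percentage points (permutation p = 1e-04). At equal score it was -19.3 percentage points (permutation p = 1e-04). With both the window and equal score it was -8.74 percentage points (permutation p = 0.00020). Peak width may therefore account for part of the difference, but neither width nor strength accounted for all of it.

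A further group of input-only peaks lay in coding exons. Of 74 input-only peaks that were centred in an exon of a protein-coding gene and held neither an alternating tract nor an AG repeat, 72 were centred in coding sequence (97.3%, interval 90.7% to 99.3%). Coding sequence makes up 37.98% of the exon bases of all protein-coding genes (exact binomial p = 5.68e-28). Whole spliced transcripts carried into the library as cDNA would place peaks in untranslated exons as well, whereas clones of coding sequence alone would not. The coding share of the genes that held these peaks was not measured, so whole transcripts were not excluded. Of all 78 tract-free coding peaks in the list, 6 were IgG-supported (7.69%), compared with 44.4% of the other peaks. The group was noticed among input-only peaks, and its peaks were weak and narrow, with a median score of 63.5 and a median width of 165.5 bp, so this share decides nothing and ZBTB43 binding stays open. A candidate explanation is DNA of another vertebrate, of which mainly conserved coding sequence would align to the mouse genome. It rests on the same share of 97.3%, which was measured after the peaks had been seen to lie in exons of conserved gene families, so it was not tested independently. The reads were not analysed here, conservation was not measured, and sequence composition was not excluded. In the input-controlled 100K list 3 of the 78 peaks recurred (3.85%, interval 1.32% to 10.7%), which was not distinguishable from the 6.55% of other peaks at the same scores. Among genes chosen after their values were seen, Myh1, Myh4 and Zbtb43 held those 3 peaks. Zbtb43 itself had a pair of coding-exon peaks, from 33453699 to 33453954 (score 70) and from 33454445 to 33454645 (score 59) on chromosome 2, neither of them IgG-supported. The study cloned Zbtb43 cDNA to express the protein in bacteria. A coding clone of the gene as the source of these peaks was not tested.

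The low share of peaks on chromosome X, 24 of 2037 input-controlled 491K peaks or 1.18%, was set against 8 explanations. X carries 4.40% of the alternating tracts of autosomes and X, so the number of tracts accounts for only part of the gap to its 6.49% of the length. Weighting tracts to the GC content around autosomal peaks lowered the expected share to 2.73%, and this moved it further than tract length (4.69%), uniqueness of the flanking sequence (4.20%) or removal of X peaks whose score would not survive halving (4.34%). The exact binomial p was 2.34e-06 for the expectation by GC content and lower for the other 3, so each of these alone left the observed share below its expectation. Because 98.4% of autosomal peaks survived halving of their score, the halving test could lower the expectation only slightly and cannot decide on the single copy. At most 3 peak numbers are missing from X, whereas 65.7 further peaks would be needed to reach the share of tracts, which argues against the authors' filter. Tract number and length, GC content, flank uniqueness and survival of halving together gave 2.48% (exact binomial p = 4.45e-05). If the number of peaks on X were instead proportional to its copy number, the joint expectation would be 1.28% (exact binomial p = 0.767). This was the only one of the 8 that reached the observed share, it was added after its own value was seen, and whether peak number scales with copy number was not tested. The expected shares rest on alternating tracts, and their GC and length weights on autosomal peaks that overlapped one. The observed share counts all peaks, and 77.1% of the input-controlled 491K peaks held such a tract. Expected and observed shares therefore describe unlike sets of peaks. The GC content around tracts on X together with its single copy may account for the low share, and a lower occupancy of X by ZBTB43 was not tested.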
